# Transcriptional profiling of the pea shoot apical meristem reveals processes underlying its function and maintenance

**DOI:** 10.1186/1471-2229-8-73

**Published:** 2008-06-30

**Authors:** Chui E Wong, Prem L Bhalla, Harald Ottenhof, Mohan B Singh

## Abstract

**Background:**

Despite the importance of the shoot apical meristem (SAM) in plant development and organ formation, our understanding of the molecular mechanisms controlling its function is limited. Genomic tools have the potential to unravel the molecular mysteries of the SAM, and legume systems are increasingly being used in plant-development studies owing to their unique characteristics such as nitrogen fixation, secondary metabolism, and pod development. Garden pea (*Pisum sativum*) is a well-established classic model species for genetics studies that has been used since the Mendel era. In addition, the availability of a plethora of developmental mutants makes pea an ideal crop legume for genomics studies. This study aims to utilise genomics tools in isolating genes that play potential roles in the regulation of SAM activity.

**Results:**

In order to identify genes that are differentially expressed in the SAM, we generated 2735 ESTs from three cDNA libraries derived from freshly micro-dissected SAMs from 10-day-old garden peas (*Pisum sativum *cv Torsdag). Custom-designed oligonucleotide arrays were used to compare the transcriptional profiles of pea SAMs and non-meristematic tissues. A total of 184 and 175 transcripts were significantly up- or down-regulated in the pea SAM, respectively. As expected, close to 61% of the transcripts down-regulated in the SAM were found in the public database, whereas sequences from the same source only comprised 12% of the genes that were expressed at higher levels in the SAM. This highlights the under-representation of transcripts from the meristematic tissues in the current public pea protein database, and demonstrates the utility of our SAM EST collection as an essential genetic resource for revealing further information on the regulation of this developmental process. In addition to unknowns, many of the up-regulated transcripts are known to encode products associated with cell division and proliferation, epigenetic regulation, auxin-mediated responses and microRNA regulation.

**Conclusion:**

The presented data provide a picture of the transcriptional profile of the pea SAM, and reveal possible roles of differentially expressed transcripts in meristem function and maintenance.

## Background

Organ formation is not limited to embryonic development, but can occur throughout the lifetime of a plant. The potential to develop new organs post-embryonically is attributed to meristems located at the growing tips of the plants, with the root apical meristem generating the underground part of the plant and the shoot apical meristem (SAM) giving rise to the entire shoot system after seed germination.

Like its root counterpart, the SAM contains a pool of pluripotent stem cells that can self-maintain as well as produce the cells that can differentiate into multiple cell and tissue types [reviewed in [1]]. While lateral organs such as the leaves are initiated from the peripheral regions of the SAM, the basal regions of the SAM contribute to the formation of the stem. The stem cells of the SAM must thus replenish areas where cells have been recruited and at the same time maintain the population of stem cells. This is generally attributed to an active process of communication among neighbouring SAM cells in the microenvironment of the stem cells [2-4].

Elegant genetic work carried out in the model plant, *Arabidopsis thaliana*, has enhanced our understanding of this vital developmental process [reviewed by [5]]. This is exemplified by the identification in *Arabidopsis *of WUSCHEL (WUS), a homeodomain transcription factor essential for maintaining the pools of stem cells in an undifferentiated state [6], and the *CLAVATA *group of genes that act together to restrict the proliferation of stem cells [7]. While the *Arabidopsis *genus provides invaluable model plants for enhancing our understanding of plant biology, it does not represent all the diverse developmental, environmental and physiological processes operating in the plant kingdom. There thus remains a need to extend the knowledge gained to other plant species especially crop plants.

Applying modern genomics research techniques to improving crops requires new knowledge and the development of new genomics resources. Legume species belonging to the family Fabaceae are cultivated for seeds rich in proteins, and represent important components of the diet in many parts of the world, especially pea, lentil and soybean. Legumes have attracted the attention of biologists because of their unique characteristics such as nitrogen fixation, secondary metabolism and pod development, and these are among the various processes that cannot be studied in *Arabidopsis *species. On the other hand, garden pea (*Pisum sativum*) has been a classic model species used in genetics [8,9] and plant-development studies. Its extensive use in studies of flowering initiation and development has provided important insights into this transition process [10-13]. In addition, the availability of various developmental and flowering pea mutants [11,14-18] makes this tractable for genomics studies.

In this study, we applied a transcriptomics approach to investigate the gene expression profiles associated with the SAM of the garden pea, an agriculturally and commercially important model legume. We also investigated the use of micro-dissected SAMs in unravelling the transcriptome profile of the SAM. By identifying genes that exhibit differential expression between SAMs and non-meristematic tissues (NM), we aimed to elucidate the transcriptional signature of the SAM and thereby identify genes that might play important roles in regulating SAM activity.

To this end, three directional cDNA libraries were constructed using SAMs that were carefully micro-dissected from garden peas. These libraries comprised the standard cDNA library plus a normalized library and a subtracted library, in order to increase the likelihood of recovering rare cDNAs, allowing the sampling of the wide diversity of genes expressed in the pea SAM. The EST sequences derived from these libraries were used in the subsequent design of a CombiMatrix CustomArray™ 4 × 2 K oligonucleotide array that was representative of the gene content of the SAM.

In this paper, we present the EST and transcriptional profiling data from this genomics project. The transcriptional profiling experiment represents the first analysis of genes that exhibit differential expression between the pea SAM and NM. The data reveal that transcripts putatively annotated as being associated with cell division and proliferation, epigenetic regulation, auxin-mediated responses and microRNA (miRNA) regulation are more abundant in the SAM than in the NM. In contrast, sequences related to photosynthesis, abiotic or biotic stress responses, reactive oxygen species (ROS) homeostasis and general cell-wall maintenance are down-regulated in the SAM.

## Results and Discussion

### Features of generated ESTs

A total of 3000 clones from three cDNA libraries were single-pass sequenced from their 5' ends. Sequence cleaning processes as outlined in the Materials and Methods yielded 2735 ESTs. These sequences had an average trimmed length of 519 base pairs and were assembled into 348 clusters and 1332 singlets, resulting in the final annotation of 1686 unigenes. Clusters ranged in membership from 67 ESTs (one) to two ESTs (253). The redundancy levels were 15.0%, 20.3% and 62.8% within the normalized, standard and subtracted libraries, respectively. A high redundancy level of cDNA libraries constructed using a similar subtraction method from *Thellungiella *plants under abiotic stress conditions has also been observed previously [19].

The translated products of the 1686 unigenes were searched against the non-redundant protein database provided by GenBank [20] to putatively assign their functions. At the time of writing, 918 (54.4%) unigenes showed significant similarity (*E *value cut-off of 10^-5^) to genes of known or putative function, whereas 549 (32.6%) ESTs were assigned to transcripts with unknown function, which includes hypothetical genes predicted in genomes of model organisms (Table 1). The remaining 219 ESTs (13.0%) had no homologues in the public protein sequence database. A further BLASTN search against GenBank EST collections revealed that 62 of the 219 ESTs were likely to be novel sequences.

**Table 1:** A summary of the results obtained from BLASTX search against the NCBI (nr) protein database with expect value cut-off at 1e-5.

**Category**	**Number of unique ESTs**
Match to genes with known or putative function	918 (54.4%)
Match to unknown or hypothetical genes	549 (32.6%)
No hits found	219 (13.0%)

Total	1686

### Overview of putative genes represented in SAM-derived cDNA libraries

More than 50% of the SAM unigenes could be assigned as genes with a known or putative function based on sequence similarity. However, the lack of information on the encoded products meant that many of these transcripts could not be functionally categorized according to the Gene Ontology Consortium (GO). Using BLAST2GO [21], we successfully classified 593 and 557 unigenes in terms of GO molecular functions (Figure 1A) and biological processes (Figure 1B), respectively. A single gene product might be assigned to more than one GO term, and hence the total number of GO mappings in each of the ontologies exceeded the number of ESTs.

**Figure 1:**
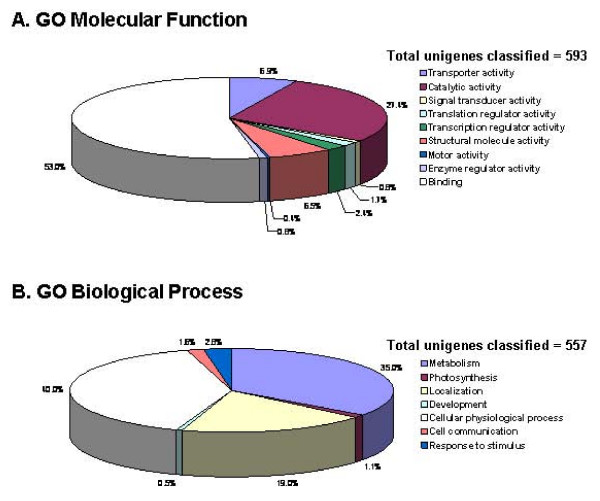
**Categorization of SAM unigenes according to the Gene Ontology (GO).** Unigenes with a BLASTX score of < 10^-5 ^were classified using the BLAST2GO automated system [21]. Note that a single gene can be assigned to more than one category in the GO classification system.

The successfully classified unigenes cover a broad range of GO functional categories (Figure 1). Under a molecular-function classification, most of the genes (53%) were assigned to the "binding" class (Figure 1A). This class includes sequences with putative involvement in mainly nucleic acid binding, a substantial number of which are predicted to encode transcription factors that are known to be essential to the regulation of plant development. Unigenes predicted to encode histone subunits and histone-modification proteins, chromatin remodelling factors and DNA methyltransferases represent another group of sequences linked to nucleic acid binding.

To investigate the different types of transcription-factor families represented by our EST libraries, a search using the best-matching *Arabidopsis *locus for SAM unigenes (based on a BLASTX search against the TAIR *Arabidopsis *protein database) was performed at the *Arabidopsis *Gene Regulatory Information Server [22]. There are 50 families of transcription factors currently listed in the database, 19 of these are represented by the SAM unigenes (Table 2). Six members of the family of homeobox transcription factors that play key roles in the regulation of development may represent interesting candidate genes for further studies.

**Table 2:** ESTs related to the ontology of nucleic acid binding.

**SAM Clone**	**Family**	**Matching Arabidopsis Locus^a^**
EX568781, EX569978	CCAAT-HAP5	At1g07980, At1g08970
EX569532	MYB-Related	At1g09770
EX569985, EX569919	TUB	At1g16070, At2g18280
EX569797, EX569977	GRAS	At1g21450, At5g66770
EX569951	AP2-EREBP	At1g28360
EX571097	NAC	At1g28470
EX570087, EX570238, EX569491	ARF	At1g30330, At4g23980, At5g20730
EX571252, EX569634, EX570163, EX569945	WRKY	At1g30650, At2g03340, At2g47260, At2g24570
EX570518, EX569818	bZIP	At1g42990, At4g34590
EX570905, EX569205, EX570291, EX568744	C2H2	At1g55110, At1g75710, At2g23740, At2g27100
EX568999, EX571110, EX570832, EX571147, EX569211, EX570070	Homeobox	At1g62360, At2g27990, At4g36870, At4g40060, At4g32980, At5g03790
EX570236	G2-like	At1g69580
EX569752, EX569559	ARID	At1g76110, At1g76510
EX571125	BHLH	At2g27230
EX568890	CCAAT-HAP3	At2g37060
EX569425	MADS	At2g45660
EX569354	C2C2-Gata	At3g06740
EX569807	SBP	At3g60030

Arabidopsis transcription factor family represented by the shoot apical meristem (SAM) unigenes. The matching Arabidopsis locus for each clone is indicated.

a. Annotation is based on the best BLASTX match against TAIR Arabidopsis protein database (Evalue < 1e-5)

In the biological-processes category, 40% and 35% of the unigenes were involved with cellular physiological processes and metabolism, respectively (Figure 1B). The former contains gene products that play an important role in cell organization and biogenesis, while the latter has sequences related mainly to protein metabolism. The sequences relevant to protein metabolism ranged from those associated with protein biosynthesis, such as different ribosomal subunits, to those that modify and degrade proteins, including various sequences involved in the ubiquitin-proteasome pathway.

### Detection of differentially expressed transcripts in the SAM using the pea 2 K array

An oligonucleotide microarray has been developed using our EST resource and about 500 pea sequences randomly retrieved from the GenBank pea protein database, which contains approximately 2000 entries (see Materials and Methods). We utilized this array to compare the transcriptional profiles of the SAM and NM. 

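The chip carries oligonucleotide probes synthesised in place and is divided into sectors that are hybridized separately, and 4 sectors were used. On each sector, RNA from dissected SAMs was hybridized together with RNA from non-meristem parts (stem, leaf and root) of the same tissue collection, with about 80 SAMs of 10-day-old plants in an extraction. SAM RNA carried Cy3 on sectors 1 and 3 and Cy5 on sectors 2 and 4, which balanced the dyes over the 4 arrays. The authors deposited 1 intensity per spot and channel, with no separate background value. Of the 2240 spots of an array, 6 were blank and 2234 carried a probe. By their names, 1095 probes came from the normalized, 296 from the subtracted and 290 from the standard SAM library. The other 553 are called GenBank-derived here. The paper submitted 500 GenBank sequences and also arrayed control probes, such as actin and non-plant transgenes. Any controls among the 553 were not set apart. The median intensity of the probes lay between 170.2 and 792 per array and channel, that of the blanks between 43.8 and 157, and no probe was as dim as the brightest blank of its array and channel. The number of arrays, 4, limits the precision of every ratio.
The log2 ratios were normalized within each array by the robust spline of limma, without background subtraction, and turned so that values above 0 mean more signal from SAM RNA. A model with 1 coefficient per probe was fitted to the 4 arrays with limma (least squares and empirical Bayes), and p-values were adjusted over the 2234 probes by the Benjamini-Hochberg procedure. Probes were called higher or lower in the SAM at an adjusted p under 0.05 and a ratio above 1.3 or below 0.7. The deposited tables number their channels without naming the dyes. The first channel was read as Cy5, since all 129 GenBank-derived probes of Additional Files 1 and 2 then have the published direction, against 0 of 129 in the reverse order, which is the order in which the sample labels list the dyes. Every direction given here rests on that reading. The tables name library-derived probes by clone, and the files do not pair clones with EX accessions. All 230 EX accessions of the Additional Files were therefore matched to clones by their published ratio and adjusted p-value, and that match uses the values of the same arrays.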

Four independent replications of balanced-block-design dual-label experiments were performed [Materials and methods, [23]] and the resulting data were depicted in Figure 2.

**Figure 2:**
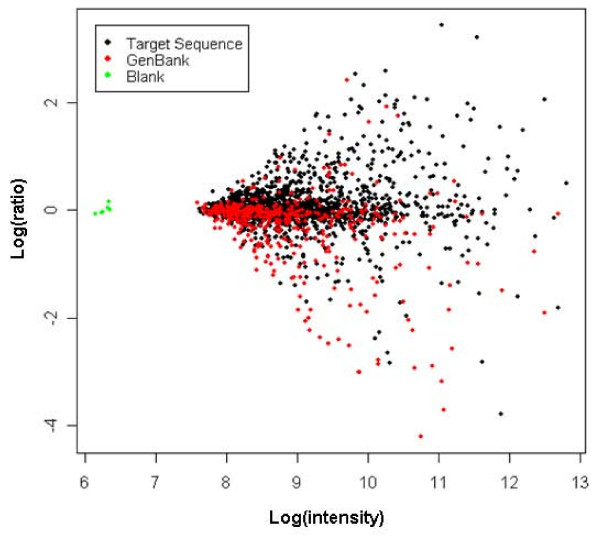
**Results of transcript profiling experiments using the custom designed pea SAM Combimatrix 2 K chip.** Expression profiles of SAM were compared with those of NM tissues. Average plot were generated from the experimental data of four independent biological replicates after normalization (see Materials and Methods for details). Black dotsrepresents data generated from the sequences derived from this study while red applies to those from the GenBank. Green corresponds to empty spot on the array. log(ratio) = log_10_(I_SAM_/I_NM_); log(intensity) = 0.5 log_10_(I_SAM_.I_NM_) where I_SAM _and I_NM _are signal intensities for a transcript in the SAM or the NM tissues, respectively.

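Across the 2234 probes, the normalized log2 SAM/NM ratios of sectors 1 and 3, both with SAM in Cy3, had a Pearson correlation of 0.886, and those of sectors 2 and 4, with SAM in Cy5, had one of 0.869. Between sectors of opposite dye orientation the correlation was between 0.681 and 0.814. These correlations are across probes, which are not independent replicates. The SD of a probe's log2 ratio over the 4 arrays had a median of 0.20, and the standard error from limma a median of 0.10. When a dye term was fitted beside the tissue, 5 probes had a dye effect at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 517, where chance would give 112. The median log2 ratio was -0.09 for the GenBank-derived probes and 0.02 for the probes from the SAM libraries.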

Differentially expressed genes that were detected using LimmaGUI [24] (at an adjusted probability value of < 0.05) were subjected to further selection based on the relative change, with up- and down-regulated transcripts defined using cut-offs of greater than 1.3-fold or less than 0.7-fold, respectively. 

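Of the 2234 probes, 449 differed between the SAM and the NM at an adjusted p under 0.05 in limma's test, and 382 of these also passed the limits on the ratio. In the SAM, 218 of them were higher and 164 lower. The direction was the same on all 4 arrays for 378 of the 382 called probes, and for 775 of all probes, where chance would give 12.5%. With each array left out in turn, between 168 and 218 probes were called higher and between 132 and 173 lower. The choice that moved these counts most was the normalization within arrays. Without it, 49 probes were called higher and 31 lower, and with each array only centred on its median log2 ratio, 128 were called higher and 136 lower. With the normalization curve drawn through the GenBank-derived probes alone, a setting chosen after seeing the data, 362 were called higher and 112 lower.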

Based on these criteria, we identified 184 and 175 transcripts that were significantly up- or down-regulated in the pea SAM relative to the NM. These transcripts were annotated based on the best BLASTX match, and exhibited changes relative to the NM of 0.1- to 10.7-fold (see Additional File 1 &2). 

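All 184 transcripts of Additional File 1 were called higher in the SAM here, and 150 of the 175 transcripts of Additional File 2 were called lower. Of the other 25 transcripts of Additional File 2, 21 had an adjusted p under 0.05 and a ratio that was not below 0.7. A further 34 probes were called higher and 13 lower that are in neither Additional File. The log2 ratios of the called probes ran from -4.22, a ratio of 0.0537, to 3.42, a ratio of 10.7.
Among the calls with the same direction on all 4 arrays, EX571192, which has no BLASTX match, had the second highest log2 ratio (3.21, standard error 0.25, adjusted p = 1.8e-04). The histone H4 transcript EX568755 followed with 2.57 (standard error 0.19, adjusted p = 1.6e-04) and the clone S0094 with 2.52 (standard error 0.25, adjusted p = 4.5e-04). PsAD1 (AB031227) was the fifth at 2.40, with array values from 0.74 to 4.08 (SD 1.39, n = 4 arrays, adjusted p = 0.00734 in limma's test). At the other end, the chlorophyll a/b binding protein transcript EX569880 had a log2 ratio of -3.75 (standard error 0.21, adjusted p = 9.4e-05). The ultraviolet-B-inducible protein transcript AY065659 had -3.72 (standard error 0.10, adjusted p = 2.3e-06), with sector 4 at -3.99 and the other arrays between -3.64 and -3.62. The basic PR1 protein transcript AJ586324 had -3.19 (standard error 0.12, adjusted p = 1.2e-05). The probe AF053639 had -3.05 (standard error 0.21, adjusted p = 1.4e-04). S0094 and AF053639 are in neither Additional File, and the files do not pair them with a gene name.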

The change of 0.1-fold was for a gene encoding a type 1 metallothionein (AB176564), while that of 10.7-fold was for a sequence annotated as *vegetative lectin *(AAA33691). 

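The metallothionein probe AB176564 had the lowest log2 SAM/NM ratio of all called probes, with a mean of -4.22 ± 0.66 (SD, n = 4 arrays). Its values were -3.71 on sector 1, -3.60 on sector 2, -4.73 on sector 3 and -4.84 on sector 4. The adjusted p from limma was 7.0e-05. The lectin transcript, EX570531 on the array, had the highest ratio, with a mean log2 of 3.42 ± 1.02 (SD, n = 4 arrays) and an adjusted p of 4.4e-04 from limma. Sector 2 gave 1.92 for it and the other 3 arrays between 3.61 and 4.08. With sector 2 left out its mean was 3.92.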

A study of similar genes encoding type 1 metallothionein in cotton revealed their abundant (although not exclusive) expression in the root [25]. Meanwhile, the high expression of a sequence encoding vegetative lectin in the pea apex has been observed [26]. These and other studies listed in Table 3 provide independent verification of our microarray data. 

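Of the 14 probes that Table 3 names, 13 could be matched to a probe of the deposited tables, and all 13 had the direction given there on each of the 4 arrays. The dormancy-associated transcript AF029242 (DRM1) had a log2 ratio of -1.36 ± 0.56 (SD, n = 4 arrays, adjusted p = 0.00214 from limma). The F-box protein transcript EX568912 was higher in the SAM by 0.86 ± 0.14 (SD, n = 4, adjusted p = 5.9e-04 from limma). The receptor-like kinase transcript EX570325 had the smallest difference, 0.47 ± 0.17 (SD, n = 4, adjusted p = 0.0111 from limma), and without sector 4 its adjusted p was 0.0603. The PsAD1 probe had the widest spread of the 13.

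**Figure D1:**
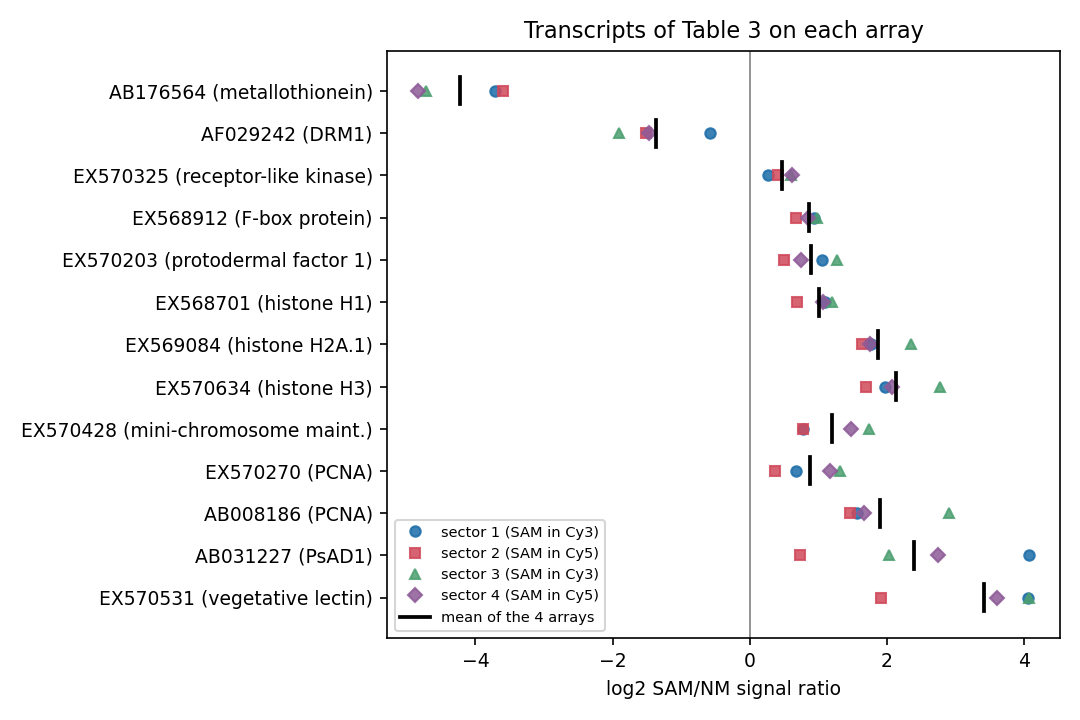
Log2 SAM/NM signal ratio (horizontal axis) of the 13 matched transcripts of Table 3 (vertical axis) on each array, with 1 symbol per sector and a vertical bar at the mean of the 4 arrays. AB176564 and AF029242 lie below 0 on all 4 arrays and the other 11 transcripts above 0.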

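Figure 3 shows RT-PCR of EX571192, EX569344, EX569130, EX570262 and EX570164. On the arrays, all 5 of these transcripts were called higher in the SAM and were above 0 on every array. The log2 ratio of EX571192 lay between 2.44 and 4.01 on the 4 arrays. EX569130, annotated as a HOTHEAD-like oxidoreductase, had a log2 ratio of 1.01 ± 0.16 (SD, n = 4 arrays, adjusted p = 3.8e-04 from limma). EX570262, annotated as an Argonaute protein, had 1.09 ± 0.31 (SD, n = 4, adjusted p = 8.2e-04 from limma). EX570164, annotated as a mitotic cyclin, had 0.79 ± 0.46 (SD, n = 4, adjusted p = 0.0132 from limma). EX569344, annotated as SLOW WALKER 1, had the smallest ratio of the 5, 0.49 ± 0.19 (SD, n = 4, adjusted p = 0.0119 from limma). Its adjusted p was 0.0518 without sector 3, 0.0611 without sector 4 and 0.0684 when the arrays were only centred on their median.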

We also performed RT-PCR analysis on five selected transcripts and as shown in Figure 3, the outcome is generally in good agreement with the microarray data.

**Table 3:** Differentially-regulated transcripts with corresponding orthologues known to be highly expressed in shoot apical meristems (SAMs) or non-meristem (NM) tissues.

**Probe ID^a^**	**Annotation**	**Fold change**	**References**
AB176564	Metallothionein	0.1	Hudspeth et al., 1996
AF029242	Dormancy associated gene 1 (DRM1)	0.4	Stafstrom et al., 1998
EX570325	MERISTEMATIC RECEPTOR-LIKE KINASE	1.4	Fujita et al., 2003
EX568912	F-box protein (STAMINA PISTILLOIDA)	1.8	Taylor et al., 2001
EX570203	Protodermal factor 1	1.8	Abe et al., 2001
EX568701, EX571325, EX569084, EX570634	Histone subunits	2.0	References in Meshi et al., 2000
EX570428	Mini-chromosome maintenance proteins	2.2	Stevens et al., 2002
EX570270, AB008186	Proliferating cell nuclear antigen	4.8, 3.8	Kosugi et al., 1991
AB031227	PsAD1	5.3	Madoka &Mori, 2000
EX570531	Vegetative lectin	10.7	Dobres & Thompson, 1988

The data reported is in good agreement with the transcript profiling data.

a. GenBank accession number that begins with EX is derived from this study.

**Figure 3:**
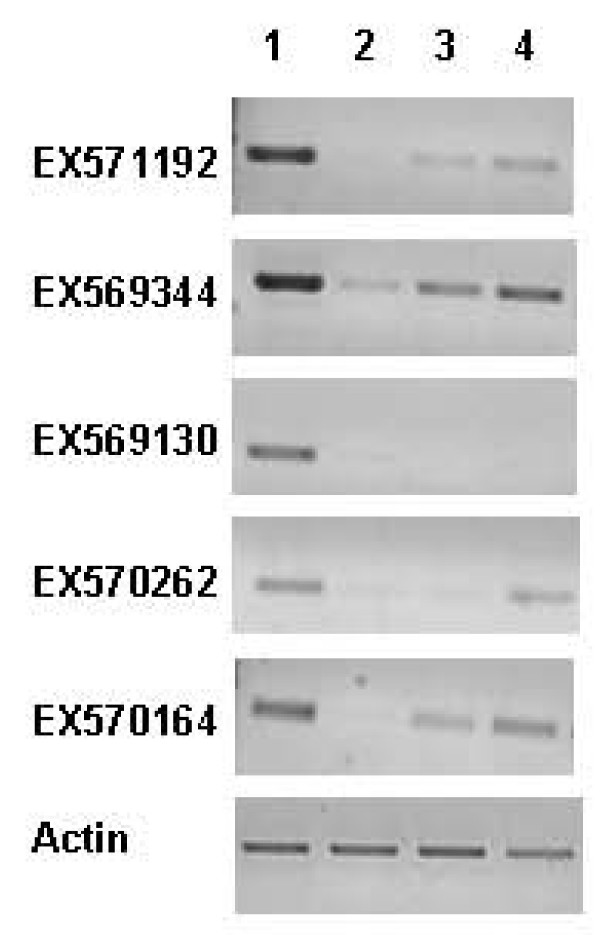
**Verification of microarray data using RT-PCR analysis.** RT-PCR analysis was carried out under linear amplification conditions for five randomly selected transcripts as indicated. The *actin *gene was used as an internal control. 1, SAM; 2, Leaf; 3, Stem; 4, Root.

Further comparison of the functional categories identified to be differentially regulated in maize data [25] and this study (Figure 4) revealed that transcripts associated with the categories of transcription, chromatin and cell division are highly represented in the list of up-regulated genes, while sequences categorized as being related to metabolism, stress and photosynthesis are down-regulated in the SAM. However, our data also highlight differences between the transcriptional repertoires of the monocot SAM [maize, [27]] and the dicot SAM (pea, present study). In particular, the high retrotransposon-related transcriptional activity reported in maize [27] does not appear to be a conserved feature of the SAM, since it was not present in the pea SAM ESTs.

**Figure 4:**
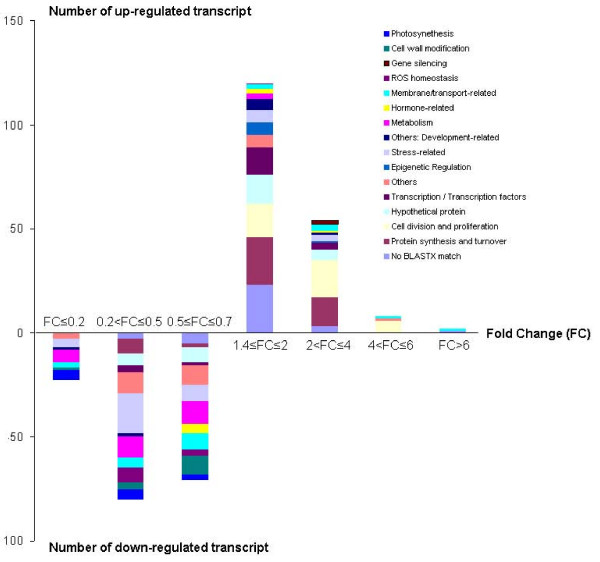
**Functional categories of transcripts differentially expressed in the pea SAM.** The number of genes differentially expressed between the pea SAM and NM (p < 0.05) with changes in expression higher than indicated cut offs of the fold change are plotted with different functional categories highlighted by colour coding. Transcripts corresponding to cell division and proliferation, epigenetic regulation, and gene silencing are among the up-regulated categories while stress response and the metabolism class of genes are in down-regulated categories.

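The categories of Tables 4 and 5 hold transcripts that the paper selected as changed on these arrays, so their medians describe the lists and are not a test. In Table 4, the median log2 SAM/NM ratio was 1.06 for 21 transcripts of protein synthesis and turnover. It was 0.69 for 8 transcripts of transcription or hormonal regulation, 0.65 for 6 of epigenetic regulation, 0.82 for 2 of other developmental regulation and 1.09 for 26 unclassified or unknown transcripts. All of these were called higher. In Table 5, the median was -1.66 for 10 stress-response transcripts, -1.24 for 7 transcripts of reactive oxygen species homeostasis, -2.58 for 9 of photosynthesis and -0.85 for 5 of metabolism, all of them called lower. It was -0.83 for 5 transcripts of cell wall modification, of which 4 were called lower. It was -0.76 for 7 membrane- or transport-related transcripts, of which 5 were called lower, and -0.99 for 7 unclassified transcripts, of which 6 were called lower. The photosynthesis median varied most between arrays, from -1.68 on sector 2 to -3.40 on sector 4 (SD 0.75).

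**Figure D2:**
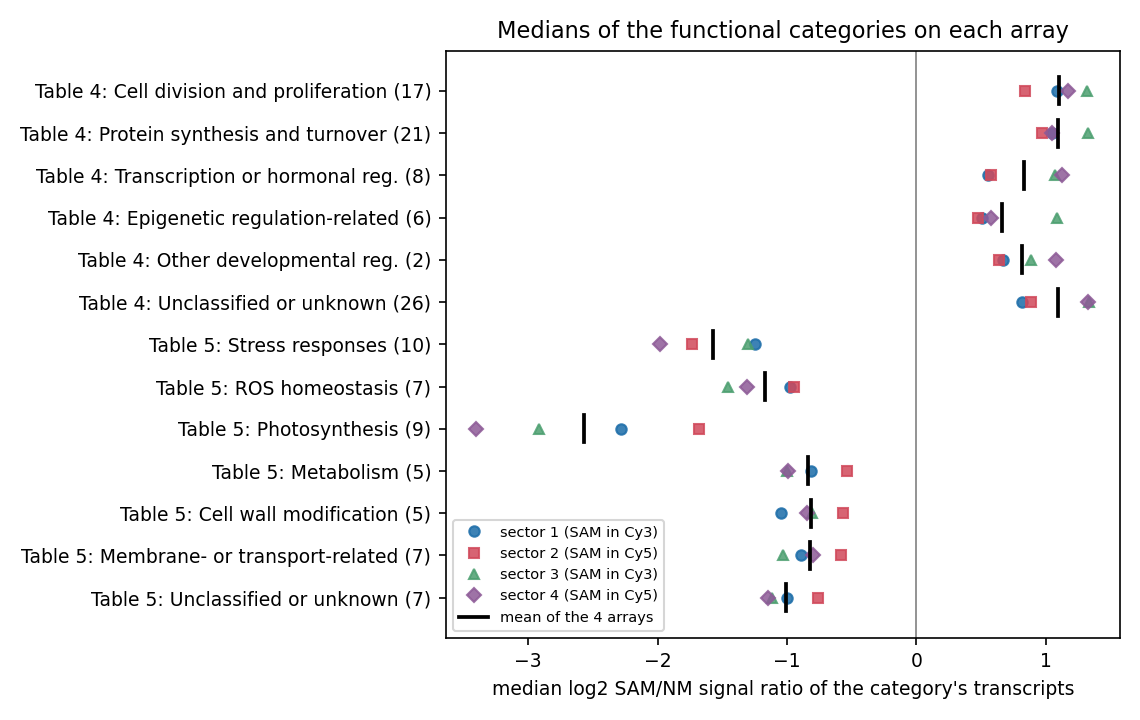
Median log2 SAM/NM signal ratio (horizontal axis) of the transcripts in each category of Tables 4 and 5 (vertical axis, number of transcripts in parentheses) on each array, with 1 symbol per sector and a vertical bar at the mean of the 4 arrays. Every category of Table 4 lies above 0 and every category of Table 5 below 0 on all 4 arrays.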

Since the SAM we investigated consists of distinct functional zones, the averaging of signals across the whole SAM probably attenuated signals associated with any given stem-cell region. However, our experiment showed that a sequence annotated as encoding PROTODERMAL FACTOR 1 was up-regulated 1.8-fold in the SAM relative to the NM (Table 3). 

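EX570203, the transcript annotated as protodermal factor 1, had a mean ratio of 1.86, a log2 ratio of 0.89 ± 0.34 (SD, n = 4 arrays, standard error 0.14 and adjusted p = 0.00272 from limma). It was above 0 on each array, from 0.50 on sector 2 to 1.28 on sector 3. Over the fits without 1 array, the log2 ratio lay between 0.77 and 1.03, and the adjusted p was at most 0.0148.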

An *Arabidopsis *counterpart gene has been found to be exclusively expressed in the outermost (L1) layer of the SAM [28]. This indicates the ability to identify transcripts that are specifically expressed in certain domains of the SAM, though the magnitude of the relative change might have been reduced and low abundance transcript could have been missed detection.

A closer inspection of the differentially expressed transcripts revealed that about 60% of the identified down-regulated sequences were derived from GenBank (Table 4). In contrast, only 12% of the genes with higher expression in SAMs were retrieved from GenBank, while the other up-regulated ESTs were from clones derived from our library collection. This is not surprising since the sequences from GenBank were generated primarily from tissues other than the SAM, whereas our EST collection was derived from dissected SAMs. This indicates the significance of constructing a library from specialized tissues and further suggests the utility of our EST collection as a valuable resource in studying the molecular processes underlying the functions of the plant meristem. 

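GenBank-derived probes made up 24.8% of the probes on the array (553 of 2234) and 62.8% of the probes called lower in the SAM (103 of 164). Of the GenBank-derived probes, 18.6% were called lower (95% Wilson interval 15.6% to 22.1%), against 3.63% of the probes from the SAM libraries (2.84% to 4.63%). The odds ratio was 6.08 (Fisher's exact test, both tails, p = 4.8e-27). Pooled over 4 groups of probes by mean signal, the odds ratio was 6.57. The tests count probes as independent, although some probes can measure related transcripts. Any control probes among the 553 count as GenBank-derived.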

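Of the 218 probes called higher in the SAM, 29 (13.3%) were derived from GenBank. This was 5.24% of the GenBank-derived probes (95% Wilson interval 3.68% to 7.43%), against 11.2% of the probes from the SAM libraries (9.82% to 12.8%), an odds ratio of 0.437 (Fisher's exact test over both tails, p = 1.6e-05). Without normalization within arrays the share was 14.3%, and Fisher's exact test gave p = 0.0950.
The SAM libraries differed among themselves. In the standard library 25.2% of the probes were called higher (20.5% to 30.5%), in the subtracted library 21.6% (17.3% to 26.7%) and in the normalized library 4.75% (3.64% to 6.17%). Against all other probes, Fisher's exact test gave an adjusted p of 2.5e-16 for the standard library, 4.8e-11 for the subtracted library and 3.7e-15 for the normalized library, over 8 tests of a source and a direction. Only 3 of the 296 probes from the subtracted library, 1.01%, were called lower. The paper explains the small share of GenBank sequences among the transcripts with higher expression by their origin. It reasons that these entries came mostly from other tissues while its ESTs came from dissected SAMs, and it states the significance of making libraries from specialised tissues.

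**Figure D3:**
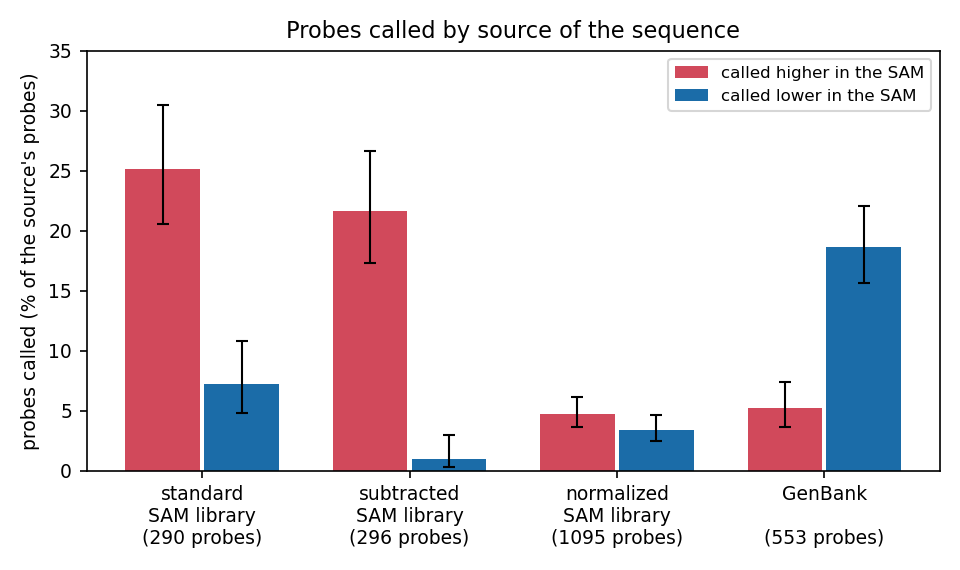
Share of the probes of each source (horizontal axis, with the number of probes) that were called higher or lower in the SAM (vertical axis, percent of the source's probes). Bars start at 0 and the lines on them are 95% Wilson intervals. The share called higher is largest in the standard library, 25.2%, and the share called lower is largest among GenBank-derived probes, 18.6%.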

Meanwhile, 30% of the differentially expressed genes detected were not identified, consisting of genes annotated as hypothetical or expressed protein as well as sequences that have no BLASTX matches in the public database. This list of unknowns could represent intriguing candidate genes for functional analysis.

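The annotations of the Additional Files were searched for the words hypothetical, expressed, unknown or unnamed protein and for entries with no BLASTX match. Of the 359 transcripts, 65 (18.1%) had such an annotation, 45 in Additional File 1 and 20 in Additional File 2. On the arrays, all 45 were called higher in the SAM, with a median log2 ratio of 0.74 and a range from 0.46 to 3.21. Of the 20, 13 were called lower, and the 20 had a median log2 ratio of -0.86.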

**Table 4:** Representative transcripts that are detected to be significantly up-regulated in the pea shoot apical meristem (SAM) in comparison to the non-meristem (NM) tissues.

**Probe^a^**	**Fold Change**	**Annotation^b^**
**Cell division and proliferation**		
EX570197	2.7	High mobility group protein (HMGI/Y)
EX571067	1.6	SAR-DNA binding protein 2
EX571065	1.7	SAR-DNA binding protein 1
EX570428	1.8	Mini-chromosome maintenance protein 6
EX569064	2.0	Small nuclear ribonucleoprotein associated protein B
EX568701	2.0	Histone H1
EX568991	2.1	Delta DNA polymerase
EX570486	2.1	Helicase
EX570226	2.2	Phosphoesterase
EX571345	3.3	Germinal histone H4
EX569084	3.7	Histone H2a.1
EX570634	4.2	Histone H3
EX570270	4.8	Proliferating cell nuclear antigen 2
EX568755	5.9	Histone H4
AB008188	1.9	Cyclin D3.1 protein
EX570164	1.8	Mitotic cyclin B1-1
EX570388	1.5	Cell cycle protein kinase
**Protein synthesis and turnover**		
EX569344	1.4	Transducin family of protein (SLOW WALKER 1)
EX570594	1.9	60S ribosomal protein L18a
EX569298	1.9	Ribosomal protein L30
EX569956	2.0	40S ribosomal protein S18
EX568807	2.1	Fibrillarin
EX570044	2.1	60S ribosomal protein L44
EX570565	2.1	Ribosomal protein L23
EX568742	2.2	Ribosomal protein L24
EX570468	2.2	60S ribosomal protein
EX568861	2.4	40S ribosomal protein S17
EX569048	2.6	Ribosomal protein S2
EX568908	2.9	Ribosomal protein S15-like
EX568954	3.0	Ribosomal protein S3
AB021873	3.2	Ribosome sedimenting protein
EX570400	5.0	Ribosomal protein S4
EX569708	2.3	Ubiquitin extension protein 2
EX568912	1.8	F-box protein (STAMINA PISTILLOIDA)
EX570030	1.9	Chaperonin
EX568849	1.6	Elongation factor 1-beta/EF-1-beta
EX570437	1.4	Cyclophilin
EX568710	1.4	Eukaryotic initiation factor
EX570401	1.4	Translation initiation protein
**Transcription factors or hormonal regulation**		
EX569978	1.5	Putative Hap5 transcription factor
EX570025	1.5	YABBY family transcription factor
EX570238	1.5	Auxin response factor 9
EX570380	3.4	Putative transcriptional co-activator (KIWI)
EX571172	1.6	Transcription factor
EX570262	2.1	Argonaute protein
EX570187	2.9	Indole-3-acetic acid amido synthetase (DWARF IN LIGHT 1)
AF325121	1.6	Brassinosteroid biosynthetic protein
**Epigenetic regulation-related**		
EX568764	1.4	Chromomethylase
AF034419	1.4	DNA methyltransferase
EX569897	1.6	H3 lysine-9 specific SUVH4
EX570366	1.9	SWI/SNF-like ATPase subunits, DDM1
EX570306	2.0	WD-40 repeat protein (MSI3)
DQ026703	1.5	WD-40 repeat protein (MSI1)
**Other developmental regulation-related**		
EX569130	2.0	Mandelonitrile lyase family of FAD containing oxidoreductases (HOTHEAD)
AY343326	1.5	Late-flowering gene
**Unclassified/Unknown/No BLASTX match**		
EX571192	9.0	No BLASTX match
EX569831	3.3	Proline-rich protein
EX570071	3.7	Hypothetical protein
EX571142	3.6	Pathogenesis-related group 5 protein
EX571013	2.8	No BLASTX match
EX570256	2.4	Unnamed protein product
EX569233	2.1	Serine/threonine dehydratase
EX569274	4.5	Lipid transfer protein
EX570925	3.1	Kunitz inhibitor ST1-like
AB032830	3.3	Endo-1,4-beta-glucanase
EX570531	10.7	Vegetative lectin
EX569068	2.4	Expressed protein
EX569663	2.1	Expressed protein
EX570209	2.2	Hypothetical protein
EX570712	2.0	Hypothetical protein
EX570576	1.9	Cytochrome P450 monoxygenase(CYP78A8)
EX569596	1.8	No BLASTX match
EX570325	1.5	MERISTEMATIC RECEPTOR-LIKE KINASE 2
EX570536	2.4	Unknown protein
EX570361	1.5	No BLASTX match
EX570202	1.4	No BLASTX match
EX570695	1.4	No BLASTX match
EX569023	1.6	No BLASTX match
EX570276	1.5	No BLASTX match
EX569420	1.4	No BLASTX match
EX568900	1.6	No BLASTX match

a, Probe with GenBank accession number that begins with EX is derived from this study.

b. Annotation is based on the expect value of BLASTX hit that is set at 1e-5

### Cell division and proliferation in the SAM

Putative functions could be assigned to 116 of the up-regulated transcripts based on protein sequence similarity. 

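By the same search, 139 of the 184 transcripts of Additional File 1 had none of these annotations. The search does not show that each of the 139 has a known function, since some carry only a locus name.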

Manual inspection of the corresponding transcripts revealed a high representation of ESTs predicted to encode proteins associated with cell division and proliferation (Table 4; Figure 4).

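The 17 transcripts that Table 4 lists under cell division and proliferation had a median log2 SAM/NM ratio of 1.04 and a range from 0.60 to 2.57. All 17 were called higher, and their largest adjusted p was 0.0325 (limma). In the annotations of Additional File 1, 17 of the 184 transcripts (9.24%) contained the word histone, with a median log2 ratio of 1.67. A ribosomal protein or the ribosome was mentioned in 25 (13.6%), with a median of 1.02. In Additional File 2, no annotation contained the word histone and 3 mentioned a ribosomal protein, all 3 with the word chloroplast or chloroplastic. Annotations of the array's unlisted probes were not used here, so these counts have no background to be tested against.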

Table 4 indicates that ESTs encoding all five subtypes of histones, minichromosome-maintenance proteins and cell-proliferating nuclear antigens were among the transcripts whose expression was higher in the SAM than in the NM. 

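The histone H1 transcript EX568701 had a log2 SAM/NM ratio of 1.01 ± 0.23 (SD, n = 4 arrays, adjusted p = 5.9e-04 from limma). The H2A.1 transcript EX569084 had 1.88 ± 0.32, the H3 transcript EX570634 had 2.13 ± 0.46 and the H4 transcript EX571345 had 1.75 ± 0.43 (SD, n = 4 each). An H2B transcript of Additional File 1, EX570294, had 1.91 ± 0.57 (SD, n = 4, adjusted p = 5.6e-04 from limma). The differences between these subtypes compare separate probes and were not tested. The 4 transcripts annotated as mini-chromosome maintenance proteins had log2 ratios from 0.54 to 1.20. The lowest was that of AY169794, whose published ratio is not that of the probe of this name, and the next lowest was 0.77. The highest was that of EX570428 (SD 0.49, n = 4 arrays, adjusted p = 0.00239 from limma). Of the 3 annotated as proliferating cell nuclear antigen, EX570270 had the lowest log2 ratio, 0.88 ± 0.44 (SD, n = 4, a ratio of 1.85; adjusted p = 0.00675 from limma). AB008186 had 1.90 ± 0.68 (SD, n = 4, adjusted p = 9.8e-04 from limma), with sector 3 at 2.92 and the other arrays between 1.46 and 1.67.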

The expression of these genes is known to be associated with DNA synthesis and cell proliferation, and they are thus abundant in the meristematic tissue [29,30] since this region consists of actively dividing cells.

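EX570197, annotated as an HMG-I/Y protein, had a log2 SAM/NM ratio of 1.45 ± 0.39 (SD, n = 4 arrays), a ratio of 2.74. The standard error was 0.15 and the adjusted p 4.9e-04 (limma). The lowest array was sector 2 at 1.07 and the highest sector 4 at 1.86.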

In the same category, there is a transcript predicted to encode HIGH MOBILITY GROUP (HMG) protein. HMG are proteins that are known to play an architecture role in modifying DNA conformation to facilitate the assembly of multiprotein-DNA complexes. They may serve only to maintain physical orders but the involvement of these proteins in the network regulating SAM activity seems plausible. This is in view of recent studies that demonstrate the binding of HMG proteins to functionally important regions of plant gene promoter and stimulate transcriptions [31].

Other up-regulated sequences included transcripts predicted to encode cyclin D (AB008188) and cyclin B (EX570164), which are involved in the progression of the cell cycle. 

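The cyclin D transcript AB008188 had a log2 SAM/NM ratio of 0.99 ± 0.30 (SD, n = 4 arrays, adjusted p = 0.00122 from limma), with array values from 0.62 to 1.33. The cyclin B transcript EX570164 varied more between arrays. It gave 1.30 on sector 1, 0.25 on sector 2, 1.02 on sector 3 and 0.59 on sector 4, and with each array left out in turn its adjusted p was at most 0.0451.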

D-cyclins are one of the main rate-limiting factors for cell proliferation, and several of them may play key roles in the association between the cell cycle and meristem function, in particular primordia formation [reviewed in [32]].

### Epigenetic regulation of the SAM activity

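Table 4 lists 6 transcripts under epigenetic regulation. The MSI3-like WD-40 repeat transcript EX570306 had the largest log2 SAM/NM ratio of them, 1.07 ± 0.50 (SD, n = 4 arrays, adjusted p = 0.00416 from limma). The DDM1-like SWI/SNF transcript EX570366 had 0.95 ± 0.37 (SD, n = 4, adjusted p = 0.00263 from limma). The SUVH4-like transcript EX569897 had 0.70 ± 0.47 (SD, n = 4, adjusted p = 0.0239 from limma), and its adjusted p was 0.0772 without sector 1 and 0.0610 without sector 3. The MSI1 transcript DQ026703 had 0.59 ± 0.32 (SD, n = 4, adjusted p = 0.0144 from limma). The cytosine-5 DNA methyltransferase AF034419 had 0.55 ± 0.19 (SD, n = 4, adjusted p = 0.00652 from limma). The chromomethylase transcript EX568764 had the smallest, 0.46 ± 0.30 (SD, n = 4, adjusted p = 0.0374 from limma). Its adjusted p was 0.132 without sector 3, 0.145 without sector 4 and 0.0555 with an intensity trend in the prior variance. When arrays were only centred on their median, the adjusted p was 0.0560 for EX569897, 0.105 for DQ026703 and 0.281 for EX568764. With the channels fitted as separate samples it was 0.0543 for DQ026703 and 0.117 for EX568764.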

Increases in transcript abundance were also found for genes predicted to encode histone-modification protein (EX569897), chromatin remodelling factors (EX570366, EX570306 and DQ026703) and DNA methyltransferases (EX568764 and AF034419; Table 4). These proteins are known to play a role in the epigenetic regulation of gene expression by participating in mechanisms that alter chromatin structure so as to activate or repress particular sets of genes [reviewed in [33]].

There is an emerging recognition of the significance of the chromatin remodelling process in regulating the activity of plant stem cells [reviewed in [34]]. For instance, mutation of the *Arabidopsis FASCIATA1 *(*FAS1*) and *FASCIATA2 *(*FAS2*) genes that encode subunits of the chromatin assembly factor leads to dysfunction of the SAM [35]. This was associated with the down-regulation of *WUS *gene expression in both mutants, suggesting that regulation of meristem function and organogenesis by chromatin remodelling factors is primarily achieved through regulation of the expression of the homeobox transcription factor [35]. However, direct links between chromatin remodelling factors and the regulation of the expression of key meristem genes remain to be established. Nonetheless, the up-regulation of the expression of these sequences in the SAM suggests that the mechanism of epigenetic regulation is important to maintaining the identity of stem cells in plants, as has been reported in animals [36].

### Transcription factors and hormonal regulation of SAM activity

We also identified a few putative transcription factors among the genes whose expression was higher in the SAM than in the NM. These included an EST (EX570025) annotated as a putative plant-specific transcription factor from a YABBY-family protein – members of this family are reportedly involved in the abaxial cell-fate specification in lateral organs of *Arabidopsis *[37]. Also on the list was a sequence predicted to encode AUXIN RESPONSE FACTOR 9 (ARF9; EX570238). 

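EX570025 had a log2 SAM/NM ratio of 0.65 ± 0.37 (SD, n = 4 arrays, standard error 0.14 and adjusted p = 0.0153 from limma). Sector 4 gave 1.17 and the other arrays between 0.31 and 0.60. The adjusted p was 0.0531 with arrays only centred on their median and 0.0790 with the channels fitted as separate samples.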

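EX570238 was higher in the SAM on all 4 arrays, with log2 ratios from 0.41 on sector 2 to 0.85 on sector 4. The mean was 0.62 ± 0.20 (SD, n = 4, adjusted p = 0.00419 from limma).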

Similar members of the auxin response factor group of proteins are known to regulate auxin-mediated transcript activation or repression. For example, the expression of several genes, such as those encoding members of LATERAL ORGAN BOUNDARIES domain proteins and AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE, are disrupted in the double mutant of ARF7 and ARF19, implicating their roles in auxin-mediated plant development [38].

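EX570187, annotated as DWARF IN LIGHT 1, had a log2 SAM/NM ratio of 1.52 ± 0.20 (SD, n = 4 arrays, adjusted p = 1.4e-04 from limma). EX568742, annotated as ribosomal protein L24, had 1.09 ± 0.14 (SD, n = 4, adjusted p = 2.6e-04 from limma).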

Other gene products that might be related to auxin include a putative auxin-efflux carrier (PIN1), auxin-conjugating protein (DWARF IN LIGHT1) and a ribosomal protein L24B (Additional File 1, Table 4). Similar genes in *Arabidopsis *have been implicated in auxin-mediated developmental regulation [39-41]. For example, DWARF IN LIGHT1 is involved in auxin signal transduction, and inhibits shoot and hypocotyl-cell elongation [39]. The presence of several auxin-related transcripts on our list reflects the well-established roles of auxin in organ initiation and positioning at the meristem [42,43].

Intriguingly, miRNAs that are endogenous 21-nucleotide riboregulators have been shown to target several mRNAs implicated in auxin responses, including DWARF IN LIGHT1 [44]. There is increasing amount of evidence indicating that miRNA-mediated repression plays an important role in the spatial expression of plant cell-fate regulatory genes [e.g. [45]]. A protein called ARGONAUTE is known to function as a catalytic component of the RNA-induced silencing complex, which targets mRNA for degradation using miRNA as a guide [46]. Nevertheless, the precise role for the up-regulation of a transcript annotated as encoding a similar ARGONAUTE in our dataset (Table 4) awaits further study.

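Additional File 1 holds a pair of transcripts with this annotation, and both were called higher in the SAM. EX570262 gave 1.10 on sector 1, 0.71 on sector 2, 1.47 on sector 3 and 1.08 on sector 4. EX570261 had a log2 ratio of 1.19 ± 0.34 (SD, n = 4 arrays), a ratio of 2.29, with an adjusted p of 7.3e-04 from limma. Their difference was smaller than the SD of either transcript between arrays and was not tested.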

### Stress responses in the SAM

Many of the down-regulated transcripts were potentially associated with biotic and abiotic stress responses (Table 5), including transcripts predicted to encode dehydrin-related protein (AY065655), pathogenesis-related protein (AJ586324), disease-resistance-response protein (AF139018), antimicrobial defensin (AF525685) and chitinase (AB037832). This might be attributable to the stems, leaves and roots generally being exposed to greater biotic or abiotic stress than the well-shielded SAM, with the former therefore requiring the constitutive presence of these gene products at a higher level than in the SAM in order to maintain successful defence responses. However, we found at least one other sequence (EX571142) potentially related to stress responses whose expression was higher in the SAM (Table 4). 

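The dehydrin-related transcript AY065655 had a log2 SAM/NM ratio of -2.92 ± 0.48 (SD, n = 4 arrays, adjusted p = 1.0e-04 from limma). The pathogenesis-related transcript AJ586324 lay between -3.48 and -2.82 on the 4 arrays. The disease-resistance-response transcript AF139018 had -1.61 ± 0.32 (SD, n = 4, adjusted p = 2.0e-04 from limma). The defensin transcript AF525685 had -1.25 ± 0.27 (SD, n = 4, adjusted p = 3.8e-04 from limma). The class 1 chitinase of Table 5, AB087832, had -1.47 ± 0.30 (SD, n = 4, adjusted p = 2.6e-04 from limma). With each array left out in turn, the largest adjusted p of the 5 transcripts was 0.00363.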

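EX571142, annotated as a pathogenesis-related group 5 protein, had a log2 SAM/NM ratio of 1.86 ± 0.46 (SD, n = 4 arrays, standard error 0.17 and adjusted p = 3.0e-04 from limma), a ratio of 3.64. Its lowest value was 1.36 on sector 1 and its highest 2.32 on sector 3.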

Although the molecular basis for this is unknown, it is possible that the corresponding encoded product plays dual roles in both stress responses and development. This is supported by a recent study finding a network of rice genes associated with stress responses and seed development [47].

**Table 5:** Representative transcripts that are detected to be significantly down-regulated in the pea shoot apical meristem (SAM) in comparison to the non-meristem (NM) tissues.

**Probe^a^**	**Fold Change**	**Annotation^b^**
**Stress responses**		
AY065655	0.1	Ultraviolet B-repressible dehydrin-related protein
AY065659	0.1	Ultraviolet B- inducible protein
AJ586324	0.1	Putative basic PR1 protein
EX568748	0.3	Dehydrin
AF139018	0.3	Disease resistance protein
AF525685	0.4	Antimicrobial defensin
AJ278699	0.5	Protease
AB087832	0.4	Class 1 chitinase
AF175278	0.7	Wound-inducible P450 hydrolase
AF137351	0.2	Pathogenesis-related protein 4
**Reactive oxygen species homeostasis**		
EX568770	0.3	Catalase
AB026253	0.5	Copper amine oxidase
AJ50832	0.4	Germine-like protein
AB189165	0.4	Copper zinc superoxide dismutase
AB087837	0.7	Glutathione-S-transferase
AJ319808	0.3	Thioredoxin H
AB087838	0.5	Peroxidase
**Photosynthesis**		
EX569880	0.1	Light harvesting chlorophyll a/b binding protein
AY845255	0.2	Light harvesting chlorophyll a/b binding protein 3
EX569551	0.2	Light harvesting chlorophyll a/b binding protein type 1 (CAB)
AY292531	0.1	Oxygen-evolving enhancer protein
EX569675	0.3	Type II chlorophyll a/b binding protein
EX569989	0.4	PSI-K subunit of Photosystem I
AY007467	0.4	Photosystem II CP47 protein
EX570832	0.1	Ribulose 1,5-biphosphate carboxylase
AY065656	0.2	RUBISCO activase
**Metabolism**		
AY112702	0.6	Vacuolar acid invertase
AJ012080	0.3	Sucrose synthase
Y08728	0.6	ADP-glucose phosphorylase
EX569667	0.4	Ribulose-5-phosphate-3-epimerase
EX570956	0.7	Phosphofructokinase
**Cell wall modification**		
AF056493	0.7	Pectin methylesterase
AB042531	0.2	Xyloglucan endotransglycosylase
EX569643	0.6	Cellulose synthase
AJ621355	0.4	KORRIGAN
AB015428	0.6	Endoxyloglucan transferase 1
**Membrane- or transport-related**		
AJ243307	0.1	Putative plasma membrane intrinsic protein
AJ243309	0.3	Putative tonoplast intrinsic protein
AB027616	0.5	Apyrase
AF109922	0.7	Sucrose transport protein
EX570713	0.6	Aquaporin-like transmembrane protein
EX570839	0.7	Outward-rectifying potassium channel
EX569706	0.7	Sulfate transporter
**Unclassified/Unknown/No BLASTX match**		
AY371200	0.2	Ripening-related protein
AF369889	0.5	Embryo-abundant protein
EX568773	0.5	Hypothetical protein
EX569332	0.6	Hypothetical protein
EX569635	0.5	No BLASTX match
EX570920	0.7	No BLASTX match
AF515795	0.1	Dormancy-associated protein 3

a, Probe with GenBank accession number that begins with EX is derived from this study.

b. Annotation is based on the expect value of BLASTX hit that is set at 1e-5

### ROS homeostasis in the SAM

Surprisingly, the down-regulated transcripts included various sequences encoding proteins that scavenge or generate ROS, such as thioredoxin (AJ319808), catalase (EX568770), Cu-Zn superoxide dismutase (AB189165), copper amine oxidase (AB026253) and peroxidase (AB087838). This implies that the level of ROS is lower in the SAM than in the NM, and hence the expression of genes encoding ROS scavengers is lower in the former. 

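The thioredoxin transcript AJ319808 had a log2 SAM/NM ratio of -1.85 ± 0.45 (SD, n = 4 arrays, adjusted p = 3.0e-04 from limma). The catalase transcript EX568770 had -1.76 ± 0.26 (SD, n = 4, adjusted p = 1.4e-04 from limma). The Cu-Zn superoxide dismutase AB189165 had -1.42 ± 0.51 (SD, n = 4, adjusted p = 0.00122 from limma), and the peroxidase AB087838 had -1.05 ± 0.41 (SD, n = 4, adjusted p = 0.00234 from limma). The copper amine oxidase AB026253 had the smallest difference and also the smallest spread between arrays, -0.97 ± 0.06 (SD, n = 4, adjusted p = 2.6e-04 from limma). In the fits without 1 array, the largest adjusted p of the 5 transcripts was 0.0191.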

The absence of photosynthesis (a source of ROS) in the SAM might explain the lower ROS level therein. However, there is increasing evidence that plants use ROS as signalling molecules for regulating development and various physiological responses, and for mediating abscisic-acid-induced stomatal closure, as well as in auxin signalling and gravitropism in roots [48]. Whether this indicates that the regulatory role of ROS is less prominent in the SAM than in the NM awaits further investigation.

### Photosynthesis- and cell-wall-related transcripts

Several of the genes more abundant in the NM than in the SAM were predicted to be related to photosynthesis, including subunits of photosystem I and II and chlorophyll-a/b-binding protein. It is well known that meristematic cells do not contain differentiated plastids, which may explain the lower expression level of genes associated with photosynthesis in the SAM.

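Among the photosynthesis transcripts of Table 5, the light-harvesting transcripts EX569551 and AY845255 had log2 SAM/NM ratios of -2.68 ± 0.59 and -2.58 ± 0.46 (SD, n = 4 arrays each). Another chlorophyll a/b binding protein transcript, EX569675, had -1.73 ± 0.61 (SD, n = 4, adjusted p = 9.6e-04 from limma). EX569880, the lowest of this category, had an SD of 0.62 over the 4 arrays, with its lowest value, -4.43, on sector 4 and its highest on sector 2. The photosystem I subunit transcript EX569989 had -1.35 ± 0.39 (SD, n = 4, adjusted p = 6.3e-04 from limma). The photosystem II CP47 transcript AY007467 had the same mean with a wider spread, from -2.36 on sector 1 to -0.67 on sector 2 (adjusted p = 0.00631 from limma), and its adjusted p was 0.0957 when the channels were fitted as separate samples. The oxygen-evolving enhancer transcript AY292531 had -2.90 ± 0.93 (SD, n = 4), the ribulose bisphosphate carboxylase transcript EX570832 had -2.81 ± 0.83 (SD, n = 4) and the RuBisCO activase transcript AY065656 had -2.50 ± 1.11 (SD, n = 4). For all 9 transcripts every array was below 0.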

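The xyloglucan endotransglycosylase AB042531 had a log2 SAM/NM ratio of -2.26 ± 0.56 (SD, n = 4 arrays, adjusted p = 2.6e-04 from limma). The cellulose synthase transcript EX569643 had -0.83 ± 0.22 (SD, n = 4, adjusted p = 0.00129 from limma). The pectin methylesterase AF056493 had -0.43 ± 0.12 (SD, n = 4, adjusted p = 0.0122 from limma). Its ratio of 0.741 was not below 0.7, so it was not called lower, although all 4 arrays were below 0. Its adjusted p was 0.0527 without sector 3 and 0.0630 without sector 4, and 0.0741 with arrays only centred on their median.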

Some of the sequences predicted to encode products that play roles in cellulose synthesis, such as cellulose synthase (EX569643), pectin methylesterase (AF056493), xyloglucan endotransglycosylase (AB042531), were found to be down-regulated in the SAM. This probably reflects the cell-wall structure in the stem and leaf being more complex that the thin primary cell wall in meristematic cells [4].

## Conclusion

The development of our EST collection from the pea SAM represents an important advance towards understanding SAM function and maintenance, especially due to the under-representation of SAM-related transcripts in the public database as demonstrated in this study. Subsequent transcriptional profiling experiments using the microarray constructed from ESTs yielded the transcriptional signatures of the pea SAM, and we have reported a repertoire of transcripts with putative or unknown functions that are differentially regulated in the SAM. *In silico *analysis of the predicted gene products has implicated several processes in the complex molecular network that regulates this developmental process. Future studies of these genes should attempt to reveal how they interact in the complex molecular network that maintains and regulates the dynamics of the SAM.

## Methods

### Plant materials and cDNA libraries synthesis

Garden pea (*Pisum sativum*) cultivar Torsdag was grown in a greenhouse located at the University of Melbourne, Australia. SAMs were micro-dissected from 10-day-old peas under the dissecting microscope at 40× magnification. Any leaf primordia were excluded in order to create a meristem-enriched tissue collection and the location of tissue sample is indicated in Figure 5. Dissected samples were quickly frozen in liquid nitrogen and stored at -80°C until used for RNA extraction and cDNA library synthesis [49]. For the subtracted library, the driver sequences were derived from an equal mix of RNA extracted from non-meristematic (NM) tissue consisted of primary stem (without axillary meristems), mature leaf lamina, primary roots (without root apical meristem and root hairs), whereas the tester sequences consisted of RNA harvested from dissected SAM. All cDNAs were cloned into pBlueScriptIISK+ plasmid vector.

**Figure 5:**
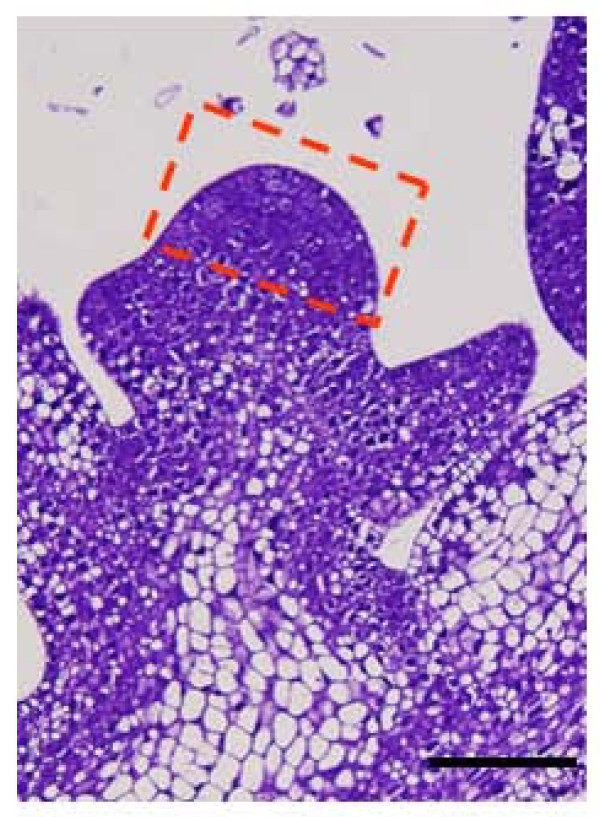
**Sampling strategy for the pea SAM.** Micrograph of a representative pea SAM, with the box showing the location of the tissue sample. Scale bar = 100 μm.

### EST sequencing

A total of about 500, 1000 and 1500 randomly picked clones from each of the standard (C), subtracted (S) and normalized (N) libraries were sequenced at Australian Genome Research Facility (AGRF), Australia and subsequently at Macrogen Korea using T7 primer. These sequences have been deposited in GenBank under the accession numbers EX568682 to EX571416.

### Sequence analysis and annotation

Sequence data were trimmed off vector, adaptor and low quality sequences using SEQTools [50]. Trimmed sequences that were shorter than 100 basepairs were excluded from further analysis. Blast score-based clustering method with a score cut-off of 0.6 from SEQTools was then used to assemble the sequences. All clusters and singletons resulting from this automated clustering were considered to be the best estimation of a minimal gene set for our EST library and we have called this set as "unigenes".

All sequences were then imported into Blast2GO, a web-based Gene Ontology (GO) annotation and analysis tool [21] for subsequent analysis. This involved automated retrieval of GO terms associated to the hits obtained after a BLASTX search of the corresponding unigene sequence against NCBI (nr) protein database. The e-value cut off was set at 1e-5.

### RNA Extraction for microarray experiments

Total RNA was extracted from dissected SAM (approximately 80 SAMs per extraction) or other plant parts (primary stem, primary roots and mature leaves) using Qiagen RNeasy Mini Kit. Four independent tissue collections and RNA extractions (designated A, B, C and D) were performed for each of the microarray hybridization experiment.

### Design of pea SAM Combimatrix CustomArray™ 4X2K

The Combimatrix arrays are semiconductor-based oligonucleotide microarrays and are generated based on CombiMatrix technology (hyperlink) of *in situ *synthesis [51]. The CustomArray™ 4x2k is a microarray that is divided into 4 sectors, each of which can contain up to 2,240 different oligonucleotide probes (spots) and can be hybridized individually with different targets using a provided sectored hybridization cap. A total of 1686 pea sequences (290 sequences from C library, 300 sequences from S library and 1086 ESTs from the N library) together with 500 pea sequences randomly selected from GenBank pea protein database were submitted for probe design using the open source CombiMatrix probe design system. The length of probes ranged from 35–40 bases in length. A variety of control elements were also arrayed on the slide and these include blank spot, housekeeping genes (actin) as well as non-plant transgenes.

### Target preparation and hybridization to microarray

Target preparation and hybridization were performed in Australian Genome Research Facility Ltd (AGRF) according to the standard CombiMatrix protocol described in detail at . One microgram of total RNA from SAM or NM was labelled using the Kreatech's ULS™ RNA ampULSe kit to generate Cy5 or Cy3 labelled targets. The Cy5- or Cy3-labelled cDNA was then hybridized to different sector of the chip according to a balanced block design dual label experiment scheme [23]:

Sector 1: Cy3-SAM A vs Cy5-NM A

Sector 2: Cy5-SAM B vs Cy3-NM B

Sector 3: Cy3-SAM C vs Cy5-NM C

Sector 4: Cy5-SAM D vs Cy3-NM D

### Image acquisition and data analysis

The Cy5- and Cy3-hybridized chip was then scanned using Genepix 4000B microarray scanner (Axon Instruments, CA, USA) according to manufacturer's instructions. The generated tiff image files were then imported into Combimatrix Microarray Imager to produce intensity data. The LimmaGUI software, which is an implementation of the Empirical Bayes linear modelling approach, was used for subsequent statistical analysis of the resulting data [24]. A robust spline method was chosen for within array normalization and a least-square linear model fit was computed with the p-value adjusted using the Benjamini-Hochberg procedure. The entire differentially-expressed transcripts (p value < 0.05) in the SAM are listed in Additional File 1 and Additional File 2. Microarray data have been deposited in the Gene Expression Omnibus database [20] under accession number GSE9278.

### RT-PCR analysis

The one-tube, two enzyme Access RT-PCR system (Promega, Annandale, New South Wales, Australia) was used according to manufacturer's instructions in all RT-PCR analysis. Ten ng of RNA isolated from the SAM, mature stem, mature leaf and primary root of 10-day-old pea seedlings were used as a template in a 10 μl reaction volume. The pea actin gene was used as an internal control. The number of cycles used for the transcripts investigated was routinely between 25–28 and 80 % of the PCR reaction was separated on 1% agarose gel containing 0.1 μg/μl ethidium bromide and visualized under UV light.

## Abbreviations

SAM: shoot apical meristem; NM: non-meristem; EST: expressed sequence tag.

## Authors' contributions

CEW carried out the EST analysis, participated in the microarray experiment and RT-PCR analysis, and drafted the manuscript. PLB and MBS were responsible for design of the project, standardisation & organization of meristem micro-dissection & making EST libraries as well as overall coordination of the experiments and manuscript editing. HO contributed to EST library characterization and EST sequence analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Transcripts identified to be up-regulated in the pea shoot apical meristem (SAM) in comparison to the non-meristem (NM) tissues. Click here for file

Additional file 2 Transcripts identified to be down-regulated in the pea shoot apical meristem (SAM) in comparison to the non-meristem (NM) tissues. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

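Gene expression in the shoot apical meristem (SAM) of 10-day-old garden pea was compared with that in non-meristem tissue (NM) on a CombiMatrix oligonucleotide chip of 4 sectors, each used as 1 array. Each array carried both tissues of 1 independent collection, SAM in Cy3 and NM in Cy5 on sectors 1 and 3, and the reverse on sectors 2 and 4. Replicates 1 to 4 are sectors 1 to 4. The sample label of 1 array carries no number. It was taken as sector 1 because the paper gives SAM in Cy3 to sectors 1 and 3 only and another label carries number 3. The array is the pairing of the tissues, since both channels come from 1 collection, and no further pairing was assumed.

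The authors hybridized, scanned and quantified the arrays, and deposited for each array 1 intensity per spot and channel, not normalized and without a separate background. They also deposited a table of log2 ratios of the first channel over the second channel, which were set against the intensities. A global loess of limma without background correction, followed by scaling between arrays, gives those log2 ratios to within 3.2e-08, whereas the loess alone differs from them by up to 0.813. The robust spline that the methods name, followed by the same scaling, differs by up to 0.162. The median of the deposited log2 ratios was within 0.01 of 0 on each array. The scale between arrays is therefore the authors', the centring is near 0 and the direction is first over second channel, not SAM over NM.

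The deposited tables number their channels without naming dyes, and the sample labels list Cy3 first. The first channel was read as Cy5. The basis is that all 129 GenBank-derived probes of the Additional Files, whose names are the same in the paper and in the tables, have the published direction under this reading and 0 of 129 under the other. The median log2 SAM/NM ratio of the probes from the subtracted library, made with SAM as tester and NM as driver, was 0.10 under this reading. If the labels' order held for the columns, every direction would be reversed.

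From the intensities, blank spots (6 per array) were left out and the log2 ratios of 2234 probes were normalized within each array by limma's robust spline over the whole array, with no background subtraction. No spots of the same probe needed averaging. A least-squares model with 1 coefficient per probe, with the sign of each array set by its dyes, was fitted by lmFit and eBayes in limma 3.58.1 under R 4.3.3. The prior had 4.41 degrees of freedom and an SD of 0.21 on the log2 scale. P-values were adjusted by the Benjamini-Hochberg procedure over the 2234 probes. Calls needed an adjusted p under 0.05 and a ratio above 1.3 or below 0.7, the limits of the paper. With 4 arrays, an exact sign-flip test could not give a p small enough for a call, so limma's adjusted p is the test for each transcript. Shares of calls were compared with Fisher's exact test over both tails (scipy 1.17.1, with pandas 2.3.3, numpy 2.4.6 and Python 3.11.15). Intervals on shares are 95% Wilson intervals and cover counting error only.

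The procedure was tested on simulated data for the SAM and NM comparison, with 200 of 2234 probes changed. It called 91% of the probes changed by a log2 ratio of 1 and 73% of those changed by 0.6. There were 2 calls among unchanged probes and 0 in the wrong direction. The changes were placed at random, in equal numbers up and down, with independent normal noise and an intensity-dependent bias. Unequal directions, dye bias of single probes and trends over the columns were not simulated. The simulation therefore does not show the error rate under those features of the real arrays.

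The library-derived probes carry clone names in the deposited tables and EX accessions in the paper, and the files do not pair them. The published ratios and adjusted p-values were obtained by fitting the deposited log2 ratios over all 2240 spots. Each of the 230 EX accessions of the Additional Files was then matched to the probe with its published ratio and adjusted p-value. The summed relative difference was at most 5.8e-06 at the matched probe and at least 3.2e-04 at the next best probe. Because the match uses the published values, closeness to these values is no evidence about the 230 transcripts. For GenBank-derived probes the names are the same in both, and 128 of 129 had the published ratio and adjusted p-value. A transcript of Additional File 2 that is listed under AB189165 and AB087845 together has the values of AB189165, and both probes were counted as held by that file. Of the 137 transcripts of Tables 3, 4 and 5, 135 had a probe; EX571325 and EX569298 could not be matched and no value is given for them.

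The transcripts named in the text were fixed by a rule. They are the probes that the paper names in its text or in Tables 3, 4 and 5 and that a sentence is about, the 5 highest and 5 lowest log2 ratios among calls with 1 direction on all 4 arrays, and the 3 calls in each direction with the smallest adjusted p that are in neither Additional File. Of probes without a gene name, at most 2 that rose and 2 that fell are printed. Outside the rule, 4 transcripts were named with their values in view. EX570294 is annotated in Additional File 1 as histone H2B, which the text names without an accession, EX570261 is the other Argonaute of that file, AY169794 is its mini-chromosome maintenance transcript with the smallest ratio here, and EX570536 is a transcript of Table 4 whose fold change differs. Some of the 65 transcripts counted as named are not reported here. Gene names are the annotations of the paper's tables and Additional Files. None of the 553 GenBank-derived identifiers occurred in the reference gene table of the current pea assembly, so no coordinates are given.

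Alternatives to these choices were loess, median centring or no normalization within arrays, Aquantile between arrays, subtraction of the median blank with a floor of 16, a dye term, an intensity trend in the prior variance, the deposited log2 ratios, the channels fitted as separate samples, other limits on the ratio, and each array left out in turn. A filter on probes above the 95th percentile of the blanks removed 0 probes and changes nothing. A set test of the transcription-factor clones of Table 2 was not made, because only 4 of the 36 clones could be matched to a probe, each of them through a list of changed transcripts.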

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

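The tests of the 34 and 13 calls outside the Additional Files against the limits of those files were chosen after the results were seen.

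The probe AY065659 (ultraviolet-B-inducible protein) had a log2 SAM/NM ratio of -3.99 on sector 4, apart from the other 3 arrays, which lay between -3.64 and -3.62. The gap made up 0.944 of the whole range of the 4 arrays. For AB008186 (proliferating cell nuclear antigen), sector 3 stood apart at 2.92, with the other arrays between 1.46 and 1.67, a gap of 0.855 of the range. Neither array changes a call. Leaving out each array in turn, the log2 ratio of AY065659 lay between -3.75 and -3.63 and that of AB008186 between 1.56 and 2.05. Of the 65 named transcripts, 2 (3.08%) had 1 array this far apart, and of all probes 3.58%, where chance gives about 5% of groups of 4. No technical or biological explanation was tested for these probes.

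Among the calls, 34 probes higher and 13 lower in the SAM are in neither Additional File. Of the 34, 27 came from the SAM libraries, and the median ratio of the 34 was 1.44. For 1 of the 34, the ratio from the deposited log2 ratios, 1.78, is the ratio that Additional File 1 gives for AY169794. The adjusted p printed there, 0.00522, is not the 0.00740 that limma gave this probe on the deposited log2 ratios. Whether the file holds this probe under that name therefore stays open. Of the 13, 6 came from GenBank, and the median ratio of the 13 was 0.651. The clone C0195 had the smallest adjusted p of those higher (log2 ratio 2.06, standard error 0.15, adjusted p = 1.6e-04 from limma), and its 4 arrays lay between 1.70 and 2.55. The probes S0094 and AF053639, with log2 ratios of 2.52 and -3.05, are also among these calls. AJ310990 had a log2 ratio of -0.95 (standard error 0.08, adjusted p = 2.9e-04 from limma). The files do not pair these probes with gene names. The ratio limits of the lists do not account for all of them. On the deposited log2 ratios, 17 of the 34, that probe included, had a larger ratio than the smallest in Additional File 1 and an adjusted p under 0.05, and 12 of the 13 had a smaller ratio than the largest in Additional File 2 with an adjusted p under 0.05. For the other 17 higher calls the ratio limit stays an open explanation. The remaining lower call had an adjusted p of 0.0611 on the deposited log2 ratios. Whether the authors left out probes for another reason was not tested, and no biological explanation was tested.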

How the results depend on the processing

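The settings that leave out the dimmest 25% of the probes, draw the curve through the GenBank-derived probes alone, or take a surface over rows and columns off each array were chosen after seeing the data, and all other settings were chosen before the data were examined.

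No category median and no named transcript changed direction under any setting that was run. Of the 382 called probes, 2 had the other sign with the curve through the GenBank-derived probes alone, and 0 under each of the other settings. The counts of higher and lower calls stayed within 1.5 times 218 and 164 under loess, Aquantile, subtraction of the blanks, a dye term, an intensity trend, the deposited log2 ratios, the other limits on the ratio, the dimmest 25% left out and the surface taken off. With only median centring, 128 probes were called higher and 136 lower, and 114 of the 184 transcripts of Additional File 1 were called. The share of higher calls was then 48.5%, against 57.1% in the setting reported, so lower calls outnumbered higher calls in that setting only. Without normalization within arrays, 49 were called higher and 31 lower, with 40 transcripts of Additional File 1 and 30 of Additional File 2 called. That setting leaves the median log2 ratio of all probes at 0.27, so its ratios are relative to that shift. All 49 and all 31 were also called in the setting reported. With the curve drawn through the GenBank-derived probes alone, 362 were called higher and 112 lower, and the median log2 ratio of all probes was 0.11. The share of higher calls was then 76.4%. The setting without normalization differs from the median centring only by 1 shift per array. The raw median of the probes was lower for SAM than for NM on sector 2 (170 against 397). It was higher for SAM on sectors 1 (429 against 259), 3 (597 against 362) and 4 (792 against 467). Such shifts enter the spread of every probe between arrays and so account for the further loss of calls. For the median centring, the cause was not tested.

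The share of GenBank-derived probes among the higher calls stayed below that on the array in every setting, and only without normalization within arrays (14.3%, Fisher's exact test p = 0.0950) did it lose significance. Among the lower calls the share was between 58.0% and 77.4% over all settings, each with p from Fisher's exact test at most 8.1e-10.

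The number of probes with a dye effect at an adjusted p under 0.05 was 5 in the setting reported, 2 with loess, 0 with median centring and 0 without normalization within arrays. It was 1 with the dimmest 25% left out, 1 with the GenBank curve and 1 with the surface taken off. Over the fits without 1 array it was between 0 and 9. It was 0 without sector 2 and 0 without sector 4, and 9 without sector 1 and 9 without sector 3. With the deposited log2 ratios, which were not among the settings chosen for this result, the count at an adjusted p under 0.05 was 28. At an unadjusted p under 0.05, limma gave 483 probes with median centring, 6 without normalization, 377 without sector 2 and 371 without sector 4. The cause was not tested.

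The medians of the functional categories kept their sign everywhere. Without normalization within arrays, the median log2 ratio in Table 4 was 1.33 for cell division and proliferation, 1.37 for protein synthesis and turnover, 1.12 for other developmental regulation and 1.38 for the unclassified transcripts, and in Table 5 it was -0.61 for cell wall modification, -0.49 for membrane or transport and -0.73 for the unclassified. With the GenBank curve it was 1.25 for cell division and proliferation, 1.38 for protein synthesis and turnover, -0.91 for reactive oxygen species homeostasis, -0.41 for membrane or transport and -0.80 for the unclassified transcripts of Table 5. With the blanks subtracted it was -1.08 for metabolism and -1.03 for cell wall modification, and with the dimmest 25% left out -1.06 for cell wall modification. Without normalization, every log2 ratio is the median-centred ratio plus 0.28, and with median centring no category moved, so the missing centring accounts for the shifts in that setting. The cause of the other shifts was not tested.

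Of the 65 named transcripts, 35 lost significance without normalization within arrays and 7 with median centring. With an intensity trend 1 did. With an array left out, 1 lost it without sector 1, 4 without sector 3 and 5 without sector 4, and none without sector 2. Under the other settings all that were tested kept their significance, and 1 of the 65 is among the dimmest 25% and was not tested without them. Leaving out the replicate block, by fitting the 8 channels as separate samples, gave 170 higher and 145 lower calls, and 5 named transcripts lost significance: DQ026703, EX568764, EX570025, AY007467 and AY170651. Both channels of an array share 1 collection and 1 spot, so the fit with the pair is the one reported.

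Without 1 array, between 151 and 176 transcripts of Additional File 1 and between 124 and 153 of Additional File 2 were called. The filter on the blanks' 95th percentile removed no probe and tests nothing. Between 1480 and 2233 probes had over 3 times the median blank signal, depending on array and channel.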

Differences from the paper's values

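No test was chosen for these comparisons after the result was seen; each sets a value of the paper beside 1 computed here.

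The paper states that 30% of the differentially expressed transcripts were not identified. By the annotation words searched for here, 65 of 359 transcripts (18.1%) were not. The search counts entries that carry only a locus name as identified, which may lower its share. This count uses the Additional Files alone, so none of the alternatives for the arrays bears on it.

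For EX570270 (proliferating cell nuclear antigen), Tables 3 and 4 of the paper give a fold change of 4.8. The ratio here was 1.85, and all alternatives set before the data were examined gave values between 1.67 and 2.21, each of them more than 1.5 times below the paper's. The paper's Additional File 1 gives 1.80 for the same accession. The probe was matched through that value, so the ratio here cannot decide between 1.80 and 4.8. The difference lies between the paper's own tables and its file.

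For EX570536 (unknown protein), Table 4 of the paper gives 2.4. The ratio here was 1.38. Without normalization within arrays it was 1.66, which does not differ from 2.4 by the rule used here. Under the other alternatives set before the data were examined it was between 1.31 and 1.54, and each of these differs. The paper's Additional File 1 also gives a ratio below 1.5. That ratio was used to match the probe, so the value here is no test of 2.4.

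For the metallothionein AB176564, Table 3 of the paper gives 0.1, and the ratio here was 0.0537. Under the alternatives set before the data were examined it was between 0.0426 and 0.0624, and none of them comes within 1.5 times of 0.1. The paper's Additional File 2 gives 0.0556, which rounds to 0.1 at 1 decimal.

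Table 3 of the paper gives a single fold change of 2.0 for 4 histone probes. Set against each matched probe, it differs for EX569084 (3.67 here, between 3.29 and 4.60 under the alternatives set before the data were examined) and for EX570634 (4.39 here, between 3.78 and 5.02), under every one of those alternatives. It does not differ for EX568701 (2.02 here). Table 4 of the paper gives 3.7 for EX569084 and 4.2 for EX570634, which do not differ. These probes too were matched through their published ratios, so the arrays are no independent test of the 2.0.

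The other fold changes of Tables 3, 4 and 5 that were compared did not differ by the same rule, which found 6 of 143 differing. For the EX accessions both outcomes are partly by construction, because the probes were matched through the ratios of the Additional Files.

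Some statements of the paper differ from these values without a pair of numbers to set side by side. The text limits down-regulated transcripts to ratios under 0.7, while 26 transcripts of Additional File 2 have a published ratio above 0.7, and 23 of these had an adjusted p under 0.05 here. The pectin methylesterase AF056493, which the text counts as down-regulated, had a ratio of 0.741 here and was not called. With no limit on the ratio, or with the bounds within which the lists' own values lie, it is called lower. The paper's methods name a robust spline, while the deposited log2 ratios follow a loess with scaling between arrays. The legend of Fig. 2 gives logarithms to base 10. The deposited ratios are to base 2. EX570400 is a ribosomal protein in Table 4 and a histone in Additional File 1. EX570832 is a homeobox clone in Table 2 and a RuBisCO transcript in Table 5, and its log2 ratio here was -2.81. The text names the chitinase AB037832 and Table 5 AB087832, which is the name on the array.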

Other observations

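The tests of other turnings of the arrays, of the channel order, of the trend with the column and of the dye bias were chosen after the results they measure were seen, and so were the settings with the GenBank curve and with the surface taken off. The tests of signal intensity and of the GenBank share were set before their results were seen.

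With 4 arrays there are 8 distinct ways to turn them, that is, to choose which channel of each array is read as SAM. Only 1 of the 8, the real one, gave as many as 382 calls. The other 7 gave 0 calls in limma, with between 1 and 291 probes at an unadjusted p under 0.05, and the largest of these, 291, was the turning that follows the dyes. With 8 turnings the share cannot fall low enough to exclude chance.

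The sample labels list Cy3 as the first channel. Under that order the median log2 SAM/NM ratio of the 296 probes from the subtracted library, made with SAM as tester, would be -0.10 (-0.0981). It has the other sign when the first channel is read as Cy5, with medians of 0.10, 0.09, 0.13 and 0.20 on sectors 1 to 4. This argues against the labels' order as the order of the columns. It is no evidence about which dye was used on which RNA.

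GenBank-derived probes were called lower more often than the probes from the SAM libraries, with an odds ratio of 6.08. Brighter probes are called more easily, and 0.73% of the GenBank-derived probes in the dimmest of 4 groups by mean signal were called lower against 33.8% in the brightest. The odds ratio pooled over the groups was nonetheless 6.57. It was 6.68 with the curve drawn through the GenBank-derived probes alone and 5.85 after a smooth surface over rows and columns was taken off each array. Signal intensity, the centring on a majority of SAM clones and the position on the array are each excluded as the whole cause by these values. The origin of the GenBank sequences from other tissues, which the paper proposes, stays open and was not tested.

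The numbers of higher and lower calls depend on the centring. Probes from the SAM libraries make up 75.2% of the array, and the robust spline sets the bulk of all probes to a ratio of 1. With the curve through the GenBank-derived probes alone, 76.4% of the calls were higher, against 57.1% in the setting reported. If GenBank entries are lower in the SAM on average, the GenBank curve may overstate the higher calls just as the spline may understate them, and neither centre is known to be a ratio of 1. All 218 higher calls of the reported setting were also called with the GenBank curve, and all of its 112 lower calls were among the 164.

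Probes from the standard and subtracted libraries were called higher more often than those from the normalized library, with an odds ratio of 6.12. Normalization of a library lowers the share of abundant transcripts, and the median log2 signal of its probes was 8.51, against 9.03 for the standard and 8.81 for the subtracted library. Pooled over the 4 groups by mean signal the odds ratio was 4.90, so signal intensity is excluded as the whole cause but part of the difference goes with it. In the brightest group, 43.4% of the probes from the standard and subtracted libraries were called higher and 11.0% of those from the normalized library. For the standard library, a candidate explanation is that the abundant SAM transcripts it samples most also set the SAM apart from the NM. The subtracted library was made with SAM as tester and NM as driver, so its design may account for its higher calls. Of its probes, 21.6% were called higher and 1.01% lower. Neither explanation was tested beyond these values.

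The log2 ratios followed the column on some arrays. After the spline, the Spearman correlation of the column with the log2 SAM/NM ratio was 0.204 on sector 1, -0.359 on sector 2, 0.0787 on sector 3 and -0.0679 on sector 4. A true difference between the probes of those columns would give these uncentred correlations the same sign on all arrays, so a regional difference in hybridization or scanning may be the source. As Cy5 over Cy3, the correlation was below 0 on all 4 arrays. Taking the surface off raised the lowest correlation between arrays from 0.681 to 0.731 and left 222 higher and 156 lower calls.

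Arrays of the same dye orientation resembled each other more than arrays of opposite orientation. With a dye term, 517 probes had an unadjusted p under 0.05 for the dye, where chance gives 112, which is consistent with a dye bias of single probes. The balanced swap keeps such a bias out of the mean ratio. With the dye term in the model, 225 probes were called higher and 168 lower.

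The intensities of sector 1 were summarised differently from those of the other arrays. Only 3.04% of its Cy5 values and 2.99% of its Cy3 values were whole numbers or multiples of 0.5, against 100% on sectors 2, 3 and 4. The Cy5 median of the probes ranged from 170.2 on sector 2 to 792 on sector 4. No explanation was tested for these differences.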
